# Identification of new markers for the *Schistosoma mansoni* vitelline lineage^☆^

**DOI:** 10.1016/j.ijpara.2016.03.004

**Published:** 2016-06

**Authors:** Jipeng Wang, James J. Collins

**Keywords:** *Schistosoma*, Reproduciton, Stem cell, Vitellaria

## Abstract

Schistosomes cause significant morbidity and mortality in millions of the world’s poorest people. While parasite egg-induced inflammation is the primary driver of host pathology, relatively little is known at the molecular level about the organ systems that participate in schistosome egg production (i.e., testes, ovaries and vitellaria). Here we use transcriptional profiling and in situ hybridization to characterise the vitellarium of *Schistosoma mansoni*. We uncovered several previously uncharacterised vitellaria-specific factors and defined molecular markers for various stages in the vitellocyte differentiation process. These data provide the framework for future in-depth molecular studies exploring the biology of this important parasite organ.

## Highlights

• Transcriptional profiling identifies candidate factors associated with the schistosome vitellarium.
• In situ hybridization confirms many new markers of this tissue.
• New cell type-specific markers for various stages of vitellocyte development are reported.

A schistosome worm pair can lay an egg every 1–5 min in vivo (Basch, 1991). Similar to all neoophoran flatworms (i.e., all parasitic flatworms and a subset of derived free-living worms (Martin-Duran and Egger, 2012, Collins and Newmark, 2013, Laumer et al., 2015), schistosomes produce ectolecithal (i.e., yolk on the outside) eggs consisting of an oocyte surrounded by specialised “yolk” cells known as vitellocytes (Gönnert, 1955, Basch, 1991, Shinn, 1993, Collins et al., 2011). Vitellocytes provide both nutrition for the developing zygote and constituents essential for the construction of the polyphenolic egg shell (Basch, 1991, Shinn, 1993). Vitellocytes are produced by a specialised organ, the vitellarium, that occupies the posterior two-thirds of the female schistosome body (Fig. 1A). This tissue is composed of a network of thousands of follicles (vitellaria) in which specialised stem cells, called S1 cells, differentiate to ultimately produce mature vitellocytes (S4 cells) (Fig. 1A) (Erasmus, 1975). These mature vitellocytes are fed anteriorly though the vitelline duct and are joined with fertilised oocytes in the ootype where the mature egg is formed.

In both a biological and therapeutic sense, the vitellarium is an intriguing organ. From a biological perspective, vitellaria and ectolecithal eggs are evolutionarily-derived features absent from basal flatworms, where the oocytes are the exclusive source of yolk (Martin-Duran and Egger, 2012). How did the production of ectolecithal eggs evolve? What advantage does ectolecithal egg production afford these worms? What is the developmental relationship between the vitellaria and the female germ line? From a therapeutic viewpoint, the vitellarium represents an attractive therapeutic target since egg production promotes both disease transmission and host pathology (Pearce and MacDonald, 2002). Moreover, since vitellaria are a flatworm-specific innovation, it is possible that parasite-specific therapeutics targeting this organ could be developed. Unfortunately, no systematic molecular characterisation of the schistosome vitellarium has been reported to date. Here we describe our initial efforts to characterise this organ at a molecular level.

Recently, important tools to study the schistosome vitellarium, including tissue isolation (Hahnel et al., 2013) and Fluorescence Activated Cell Sorting (Lu et al., 2015), have been reported. While potentially powerful, these approaches are technically demanding, requiring a large number of parasites to generate sufficient material for standard transcriptional profiling. Therefore, we took advantage of the fact that the posterior of the female schistosome is almost entirely vitellaria (Fig. 1A). Since tissues such as the intestine, tegument and protonephridia are evenly distributed in the worm, we reasoned that comparing the transcriptional profiles of “heads” versus “tails” would allow us to identify transcripts enriched in the vitellarium. To perform these experiments, we separated adult male and female *Schistosoma mansoni* (recovered from mice 7–8 weeks p.i.) as previously described (Collins et al., 2013). Using a sharpened tungsten needle, we amputated females both anterior to and posterior to the ovary (Fig. 1B). We then prepared RNA from ∼100 anterior or posterior worm fragments using Trizol (Invitrogen, Carlsbad, CA, USA) and DNase treatment (DNA-free RNA Kit, Zymo Research, Irvine, CA, USA). Three independent rounds of RNA extraction were performed and samples were submitted to the University of Texas Southwestern Medical Center Genomics Core Facility, USA, for RNAseq library preparation (TruSeq Stranded RNA LT Kit, Illumina, San Diego, CA, USA) and sequencing (Illumina HiSeq2500, San Diego, CA, USA). Reads were mapped to the schistosome genome (Berriman et al., 2009, Protasio et al., 2012) with STAR (v 2.5.0b) (Dobin et al., 2013). The genome sequence and gff3 files were downloaded from Wormbase Parasite (v4) (Howe et al., 2016). Differential gene expression analysis was performed using DESeq v1.22 (Anders and Huber, 2010) (Supplementary Table S1).

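RNA was compared between anterior fragments (heads) and posterior fragments (tails) of adult females recovered 7 to 8 weeks p.i., with 3 libraries in each group. Each library came from about 100 fragments, and the 3 libraries of a group came from independent rounds of RNA extraction. The authors divided the read number of every gene by a DESeq size factor for each library, averaged the 3 libraries of a group and tested tails against heads. The authors' deposited table holds these group means for 10831 genes, with their ratio, p-value and adjusted p-value. Of these genes, 884 had a mean of 0 in both groups and 9947 had a p-value. Log2 fold changes, tail over head, were recomputed here from the group means and differed from the deposited ones by at most 7.14e-09 over the 9452 genes with reads in both groups. The read counter is not given in the sources used here.

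A group mean is a sum of 3 whole read numbers, each divided by its size factor and by 3, so the reads of single libraries were solved for genes of low level. A single set of whole reads was found for 3347 of 3407 genes with a head mean under 200 (98.2%) and for 6398 of 6441 genes with a tail mean under 1000 (99.3%). The size factors found were 2.55, 2.35 and 2.08 for heads and 0.72, 0.35 and 0.32 for tails. The deposited columns carry no replicate numbers, so libraries are named here by group and size factor.

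The product of size factor and group total estimates the depth on genes as 31.1, 28.7 and 25.4 M reads in the head libraries and 11.8, 5.79 and 5.25 M reads in the tail libraries. Heads were thus sequenced more deeply, and 3 reads over the libraries of a group stood for a mean of 0.43 in heads and of 2.16 in tails. 380 genes were listed at 0 in tails only, and fewer were listed at 0 in heads only. With the head reads thinned at random to 19.9%, the ratio of the summed size factors of tails to those of heads, 246 genes on average were at 0 in heads only (range 228 to 264 over 100 draws). The 380 genes at 0 in tails only were not recounted with thinned head reads, so 380 and 246 cannot be compared at equal depth. The median head mean of these 380 genes was 0.44, near the 0.43 that 3 reads stood for.

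The head means summed to 12.2 M normalized counts and the tail means to 16.4 M, a log2 ratio of 0.43. The median log2 fold change of the 7196 genes with a mean over all libraries of at least 100 was 0.14.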

Our RNAseq analysis identified 161 head-enriched (log_2_ fold change ⩽ −3, *P* < 0.001) and 139 tail-enriched (log_2_ fold change ⩾ 3, *P* < 0.001) transcripts (Fig. 1B, Supplementary Table S2). 

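The most abundant tail-enriched transcripts included those of eggshell proteins, p48 and a superoxide dismutase, and the most abundant head-enriched transcripts included those of several micro-exon genes. The authors' deposited table gave the eggshell domain gene Smp_191910 the highest mean of a tail-enriched transcript, with an authors' mean of 381566 normalized counts in tails and 3540.4 in heads. The authors' deposited table gave meg-14 (Smp_124000), a micro-exon gene, the highest mean of a head-enriched transcript, with an authors' mean of 37753 in heads and 183 in tails. Among genes with reads in both groups, the largest fold in tails belonged to the hypothetical protein Smp_204860, with 615 ± 243 normalized counts in tails (SD, n = 3 libraries) and 0.989 ± 0.637 in heads (SD, n = 3). Its log2 fold change was 9.28, and 9.93 without the head library with a size factor of 2.35. The largest fold in heads belonged to a beta subunit of a sodium/potassium ATPase, Smp_163170, an ion pump of the cell membrane, with a log2 fold change of −8.01 and only 2 reads over the 3 tail libraries. This fold change was −9.03 without the tail library with a size factor of 0.35 and −7.42 without that with 0.32.

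At a log2 fold change of at least 3 in size and an adjusted p of the authors under 0.001, 139 genes were tail-enriched and 161 were head-enriched. Differences of 32-fold or more were found for 67 tail-enriched and 59 head-enriched genes. Among the largest folds in tails, Smp_202870 had a log2 fold change of 8.24, Smp_095400 of 8.10, Smp_073820 of 7.73, Smp_205510 of 7.09 and Smp_050750 of 7.01, and none of these genes had an annotated function. That of Smp_050750 was 8.09 without the head library with a size factor of 2.08. Among the largest folds in heads, the hypothetical proteins Smp_123200 and Smp_138360 had log2 fold changes of −7.67 and −7.61, and the antigen Smp_163630 had one of −7.51. Smp_138270, annotated as a diaminopimelate epimerase, had 308, 227 and 264 reads in the head libraries and 1, 0 and 0 in the tail libraries. The log2 ratio of its summed reads was −7.31 (95% counting interval −12.62 to −4.83), and that of the group means moved from −7.95 to −7.37 without either tail library with a size factor of 0.35 or 0.32. Its only tail read lay in the library with 0.72, without which it was at 0 in tails. For Smp_163170 the log2 ratio of summed reads was −7.98 (95% counting interval −11.03 to −6.13), and for the hypothetical protein Smp_123100 it was −7.77 (95% counting interval −10.81 to −5.91). Head reads of both genes were estimated from the head mean. Counting intervals pool the reads of a group and leave out variation between libraries. The log2 fold change of Smp_163170 was −9.03 without the tail library with a size factor of 0.35 and −7.42 without that with 0.32, and that of Smp_123100 moved from −7.70 to −8.81 without the latter.

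Tail-enriched transcripts were unevenly represented in the 3 head libraries. Of the 60 tail-enriched genes with recovered reads and a head mean of at least 10, 53 were higher in both other head libraries than in the one with a size factor of 2.55 (88.3%), against 40.3% of the 2239 other genes of that level. Without a minimum fold, 1733 genes were higher in tails (17.4%) and 2268 were higher in heads (22.8%) at an adjusted p of the authors under 0.05. Scaling by total counts, here a shift of all folds to equal group totals with the authors' adjusted p kept, gave 117 tail-enriched and 284 head-enriched genes. Adding 10 to both group means, with that p kept too, gave 108 and 74.

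The paper reasons that the posterior of the female is almost entirely vitellaria while intestine, tegument and protonephridia are evenly distributed, so that a comparison of heads with tails would identify transcripts enriched in the vitellarium.

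**Figure D1:**
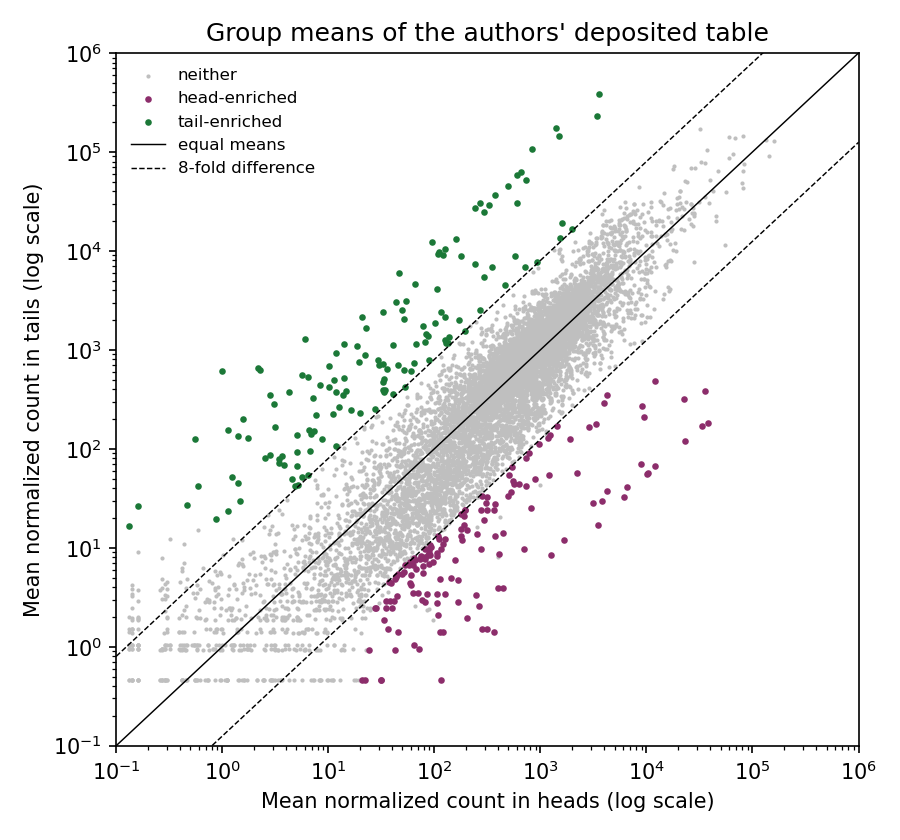
Authors' mean normalized counts of heads (x axis) and tails (y axis), both on log scales, for the 9452 genes with a mean above 0 in both groups, with tail-enriched genes in green and head-enriched genes in magenta. The solid line marks equal means and the dashed lines an 8-fold difference, and the tail-enriched gene with the highest tail mean, 381566, is Smp_191910.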

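Enzymes of eggshell hardening and proteins long known from vitelline cells were far more abundant in tails than in heads. The authors' deposited table gave tyrosinase 1 (Smp_050270), an enzyme that oxidises tyrosine residues in the tanning of the eggshell, an authors' mean of 239.9 normalized counts in heads and 27111 in tails, a log2 fold change of 6.82 (adjusted p = 1.18e-145 from the authors' DESeq test). The authors' deposited table gave tyrosinase 2 (Smp_013540) an authors' mean of 9799.5 in tails and a log2 fold change of 6.46 (adjusted p = 1.16e-131 from the same test). The authors' deposited table gave the superoxide dismutase Smp_095980, an enzyme that removes superoxide, an authors' mean of 1404 in heads and 176516 in tails, a log2 fold change of 6.97 (adjusted p = 2.51e-53 from the same test). The tyrosinase 2 transcript was uneven in heads, with 3.53, 67.3 and 262 normalized counts in the libraries with size factors of 2.55, 2.35 and 2.08, and its log2 fold change was 8.11 without the last of these.

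The eggshell precursor p14 and the vitelline protein p48 ranked among the most abundant transcripts of tails. The authors' deposited table gave p48 (Smp_014610) an authors' mean of 3426 in heads and 232905 in tails, a log2 fold change of 6.09 (adjusted p = 1.55e-17 from the same test). The authors' deposited table gave p14 (Smp_131110) an authors' mean of 827 in heads and 108109.9 in tails, a log2 fold change of 7.03 (adjusted p = 4.52e-19 from the same test). The female-specific gene fs800 (Smp_000290) was less abundant, with 125 ± 35.8 normalized counts in tails (SD, n = 3) and 0.556 ± 0.654 in heads (SD, n = 3). The authors' deposited table gave it an adjusted p of 4.78e-19. Its head level rested on 1, 3 and 0 reads, and its log2 fold change of 7.81 was 9.31 without the head library with a size factor of 2.35 and 7.22 without that with 2.08.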

Our tail-enriched dataset included many of the known vitellaria-specific factors including two tyrosinases (Smp_050270; Smp_013540) (Fitzpatrick et al., 2007), a superoxide dismutase (Smp_095980) (Cogswell et al., 2011), *female specific protein 800* (Smp_000290) (Reis et al., 1989), *p48* (Smp_014610) (Chen et al., 1992), and *p14* (Smp_131110) (Bobek et al., 1988) (Supplementary Table S3), confirming the utility of our approach. Additionally, the tail-enriched data set included nine of the 11 genes in the *S. mansoni* genome annotated as containing a “Trematode Egg Shell” domain (Pfam ID: PF08034) (Supplementary Table S3). These proteins and others are thought to be the major structural components of the egg shell in schistosomes and other trematodes (Ebersberger et al., 2005). 

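The 9 genes marked with the eggshell domain in Table S3 all passed the tail-enriched thresholds. Together they made up 3.91% of the normalized counts of tails and 0.0514% of those of heads. Besides fs800, they were Smp_191910, tes1 (Smp_000430), tes2 (Smp_000280), Smp_000410, Smp_000270, Smp_077890, Smp_077900 and Smp_112450. The authors' deposited table gave log2 fold changes of 6.75 for Smp_191910 (adjusted p = 1.33e-64), 6.60 for tes1 (adjusted p = 7.37e-90) and 6.61 for tes2 (adjusted p = 3.07e-94). The authors' deposited table gave log2 fold changes of 6.63 for Smp_000410 (adjusted p = 1.39e-123), 6.41 for Smp_000270 (adjusted p = 9.12e-71) and 6.23 for Smp_077890 (adjusted p = 5e-124). That of Smp_077890 was 7.01 without the head library with a size factor of 2.08.

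Levels in tails differed more between these genes than their folds did. The authors' deposited table gave an authors' mean in tails of 145934 for tes1, 58901 for tes2, 36834 for Smp_000410, 9262 for Smp_000270 and 9026 for Smp_077890. Of lower level, Smp_112450 had 921 ± 80.3 normalized counts in tails (SD, n = 3), Smp_077900 had 564 ± 53.6 (SD, n = 3) and fs800 had 125 ± 35.8 (SD, n = 3). In the head libraries with size factors of 2.55, 2.35 and 2.08, Smp_112450 had 2.35, 11.5 and 21.6 normalized counts and Smp_077900 had 0.392, 4.68 and 12.0. Without the head library with a size factor of 2.08, their log2 fold changes moved from 6.28 to 7.06 for Smp_112450 and from 6.63 to 7.80 for Smp_077900.

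By annotation alone, 4 genes of eggshell synthesis were measured, Smp_000410, Smp_000430, Smp_077890 and Smp_112450, and all 4 were higher in tails, also when adjusted over the list alone. Their median log2 fold change of 6.44 had percentile 100 among 10000 random lists of as many genes matched on mean level. All 4 are among the genes marked in Table S3, which the study called from the same libraries. The percentile is therefore not independent evidence.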

Given that the vitellarium is a flatworm-specific organ, it is not surprising that a large fraction of the genes in this dataset are annotated as hypothetical proteins.

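Genes annotated as hypothetical proteins or left without annotation made up 50 of the 139 tail-enriched genes (36.0%), 55 of the 161 head-enriched genes (34.2%) and 2751 of the 9647 other tested genes (28.5%). Some of the tail-enriched ones were abundant. The authors' deposited table gave the C-type lectin-like gene Smp_033250 an authors' mean of 30813 in tails and 269 in heads, and Smp_050750 an authors' mean of 12309.9 in tails. The known vitelline gene p14 was among them, since it carried the annotation hypothetical protein, as did tes2. Among head-enriched hypothetical proteins, the authors' deposited table gave Smp_138360 an authors' mean of 33419 in heads and 171 in tails.

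The odds ratio of such an annotation, relative to other tested genes, was 1.41 in the tail-enriched set (Fisher's exact test, two-sided, p = 0.0586) and 1.30 in the head-enriched set (p = 0.135 from the same exact test), so neither difference passed 0.05. Among genes with a mean over all libraries of at least 10, where 24.5% of the other genes had such an annotation, the odds ratios were 1.72 in the tail-enriched set (p = 0.00356, Fisher's exact test) and 1.56 in the head-enriched set (p = 0.0116, Fisher's exact test).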

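Of the 42 tail genes chosen for cloning, 39 passed the tail-enriched thresholds, and of the 12 head genes 11 passed the head-enriched thresholds. The tail genes included enzymes, transporters, regulators of transcription and hypothetical proteins. The authors' deposited table gave a serine hydroxymethyltransferase (Smp_179710), an enzyme of one-carbon metabolism, a log2 fold change of 4.20 (adjusted p = 3.41e-58), beta-secretase 1 (Smp_175560) one of 5.86 (adjusted p = 5.26e-92) and the peptidase Smp_141450 one of 5.87 (adjusted p = 1.24e-31). The authors' deposited table gave the amino acid transporter y+lat2 (Smp_054010) a log2 fold change of 5.65 (adjusted p = 6.8e-95), the tetraspanin Smp_155310 one of 6.47 and the C-type lectin-like Smp_033250 one of 6.84. Among regulators of transcription, the authors' deposited table gave the nuclear receptor e78 (Smp_000340) a log2 fold change of 3.99 (adjusted p = 1.63e-28), hnf-6 (Smp_196950) one of 5.32 (adjusted p = 1.5e-07) and the Myb/SANT-like Smp_076320 one of 6.12 (adjusted p = 2.09e-113). With the head library with a size factor of 2.08 left out, log2 fold changes were 6.79 for Smp_175560, 6.55 for Smp_141450 and 7.14 for Smp_076320.

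The lineage markers nanos-1 and cryβγ-1 had lower levels in tails than tes1. nanos-1 (Smp_055740), an RNA-binding regulator of germ cells, had 639.7 ± 71.6 normalized counts in tails (SD, n = 3) and 36.0 ± 27.0 in heads (SD, n = 3), a log2 fold change of 4.15. cryβγ-1 (Smp_152150) had 502 ± 211 in tails (SD, n = 3) and 33.3 ± 18.1 in heads (SD, n = 3), a log2 fold change of 3.91. The authors' deposited table gave nanos-1 an adjusted p of 3.06e-42 and cryβγ-1 one of 0.000156. The authors' deposited table gave Smp_000400 an authors' mean of 6012 in tails and a log2 fold change of 7.02 (adjusted p = 1.47e-75). In the head libraries with size factors of 2.55, 2.35 and 2.08, cryβγ-1 had 12.9, 39.6 and 47.5 normalized counts, Smp_000400 had 3.92, 50.2 and 84.5 and Smp_076320 had 0.392, 43.0 and 88.3. With the library with 2.08 left out, the log2 fold changes of Smp_000400 and Smp_076320 were 7.79 and 7.14.

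Among genes without signal confined to the vitellaria, the kelch protein Smp_143970 had 378 ± 52.4 normalized counts in tails (SD, n = 3), the acrosin-like Smp_065530 had 681 ± 149 (SD, n = 3) and the allatostatin and somatostatin peptide gene Smp_041880 had 379 ± 63.6 (SD, n = 3). Without the head library with a size factor of 2.08, their log2 fold changes moved from 6.48 to 8.47 for Smp_143970, from 6.07 to 6.98 for Smp_065530 and from 5.02 to 5.86 for Smp_041880. Smp_143970 had a log2 fold change of 5.90 without the head library with a size factor of 2.55.

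The head genes included secreted proteins of the oesophageal gland, genes with signal in the ootype or Mehlis' gland, and a Wnt gene. The authors' deposited table gave log2 fold changes of −7.49 and −7.59 for the MEG-8 genes Smp_171190 and Smp_172180, −7.29 for val-7 (Smp_070240) and −7.50 for the annexin Smp_155580. The authors' deposited table gave reticulocalbin 2 (Smp_158150), a calcium binding protein, a log2 fold change of −6.98 (adjusted p = 2.1e-106), the Notch ligand jag1 (Smp_141250) one of −4.82 (adjusted p = 7.01e-35) and the Wnt gene Smp_196930 one of −3.91 (adjusted p = 9.51e-26).

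Of the cloned genes, 4 did not pass. A staphylococcal nuclease domain protein, Smp_166110, had a log2 fold change of 2.49 and the benzodiazepine receptor Smp_102510 one of 2.26, both under the minimum fold. The glutathione peroxidase Smp_058700 had 2, 1 and 2 reads in the tail libraries and 1, 1 and 0 in the head libraries. Its log2 ratio of summed reads was 3.65 (95% counting interval 1.04 to 7.04, which leaves out variation between libraries). Its log2 fold change of 3.86 was 3.28 without the head library with a size factor of 2.08, and the authors' deposited table gave it an adjusted p of 0.221. The authors' deposited table gave protocadherin 11 (Smp_159920) a log2 fold change of −4.51 at an adjusted p of 0.0242. The riboprobe of this head gene gave a signal specific to the ovary.

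**Figure D2:**
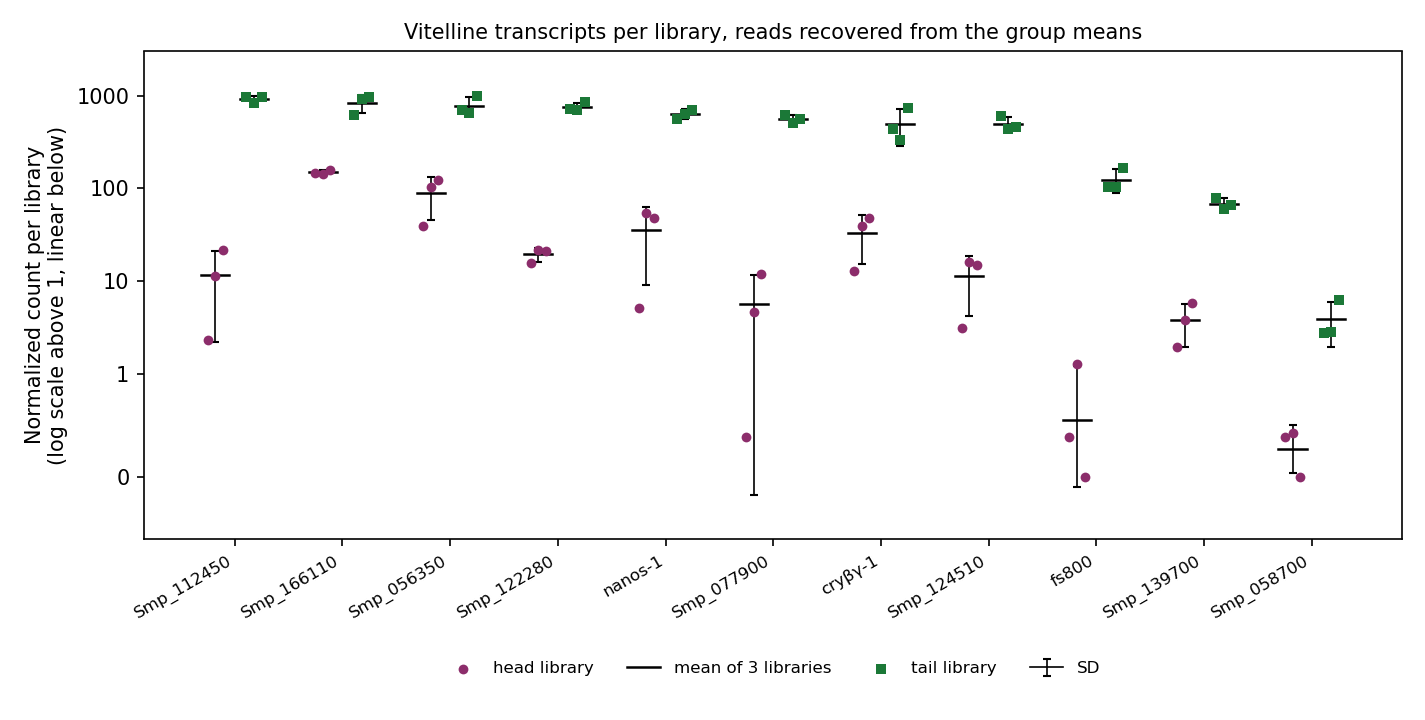
Normalized counts per library (y axis, logarithmic above 1 and linear below) of vitelline genes named in the paper whose reads were recovered in both groups (x axis). Circles are the 3 head libraries and squares the 3 tail libraries, each from the largest to the smallest size factor, with the mean as a line and the SD as a bar, and the tail libraries of nanos-1 lie at 567, 641 and 710.5.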

To further examine our RNAseq dataset, we cloned cDNA fragments for 54 genes (42 tail-enriched and 12 head-enriched; Supplementary Table S4) as described previously (Collins et al., 2010). Some of the genes selected were previously shown to be expressed in the vitellaria (e.g., *tyrosinase 1*); the remainder were selected essentially at random. Using these cloned cDNAs, we generated antisense riboprobes and performed a whole-mount in situ hybridization (WISH) screen of female worms (Collins et al., 2013). Of the 42 tail-enriched genes screened, we found mRNAs for 32 genes that were either exclusive to or highly enriched in the vitellaria (Fig. 2A) (Supplementary Table S4). The remaining 10 tail-enriched transcripts were either not detected, expressed at low levels with unclear expression patterns, or ubiquitously expressed (Supplementary Table S4). Nevertheless, these data confirm the utility of our approach to identify vitellaria-expressed transcripts. In addition to confirming the expression of known vitellaria-specific factors (e.g., *superoxide dismutase* and both *tyrosinases*)*,* we identified several novel markers for the schistosome vitellarium (Fig. 2A) (Supplementary Table S4). These included genes predicted to encode enzymes (e.g., a serine hydroxymethyltransferase, a peptidase and a glutathione peroxidase), an amino acid transporter, eggshell proteins (*tes1* and *tes2*), a homologue of the *Drosophila* nuclear hormone receptor Ecdysone-Induced protein 78c (*e78*), and several hypothetical proteins. Nanos proteins are RNA-binding proteins that play essential roles in germ line development throughout metazoa (Seydoux and Braun, 2006). In free-living flatworms, *nanos* expression is nearly exclusive to the presumptive stem cells in the male and female germ line (Wang et al., 2010, Wang et al., 2007). Consistent with observations in free-living flatworms, we observed *nanos-1* expression in the anterior portion of the ovary where the female germ line stem cells, or oogonia, are thought to exist (Fig. 2A) (Nollen et al., 1976). Interestingly, we also detected expression of *nanos-1* mRNA in small patches of cells scattered throughout the vitellaria (Fig. 2A).

Furthermore, we examined the expression of genes from our head-enriched dataset by whole mount in situ hybridization. Consistent with a previous study that compared gene expression in the head versus tail of male *S. mansoni* (Wilson et al., 2015)*,* we identified several Venom Allergen proteins (VALs) and Mini Exon Genes (MEGs) that were expressed in the worm’s oesophageal gland (Fig. 2B) (Supplementary Table S4). We also observed an mRNA encoding a Wnt protein that was expressed along the lateral margins of female parasites (Fig. 2B). This expression started just behind the head of the worm and extended posteriorly approximately halfway down the length of the worm (Fig. 2B). Intriguingly, this Wnt protein appears to be orthologous to the protein encoded by the planarian *wntP-2* gene. This planarian gene is expressed in a gradient along the planarian posterior and plays a role in re-establishing polarity during regeneration (Petersen and Reddien, 2009). Thus, this schistosome Wnt protein could play a role in establishing and maintaining axial polarity during parasite growth and homeostatic tissue renewal. Our analysis also identified new markers for two components of the female reproductive tract: Mehlis’ gland and the ootype. The function of Mehlis’ gland is unclear but it has been hypothesised to perform a variety of functions including providing lubrication for the reproductive tract, activating sperm and providing constituents important for egg shell formation (Smyth and Halton, 1983). The ootype sits just anterior to Mehlis’ gland and is responsible for eggshell formation (Fig. 1A). We observed cells in the proximity of Mehlis’ gland strongly expressing a homologue of the Ca^2^^+^ binding protein Reticulocalbin 2 and cells in the ootype expressing a schistosome-specific hypothetical protein (*Smp_124750*) (Fig. 2B). We also observed expression of a Jagged homologue (*jag1*) in the region of Mehlis’ gland (Fig. 2B). Jagged proteins are cell surface ligands that activate Notch signalling in adjacent cells (Kopan and Ilagan, 2009). With the expression of this Jagged molecule in Mehlis’ gland, it is possible that the Notch pathway becomes activated in cells (i.e., vitellocytes, oocytes or sperm) as they transit near Mehlis’ gland on their way through the oviduct. Such activation could be critical to initiating processes such as eggshell formation (in the case of vitellocytes or oocytes) or fertilisation (in the case of sperm). Examination of other Notch signalling components could provide support for this hypothesis.

Upon closer examination we noted that many tail-enriched genes were expressed in distinct cell types within the vitellaria. For instance, the expression of some genes was restricted to the vitellaria (e.g., *tyrosinase 1*), whereas others were expressed both in the vitellaria and vitelline duct (*Smp_000400*) (Fig. 2A). These two groups of expression could be divided even further, since some genes appeared to be expressed in subsets of cells within the vitellaria (e.g., *cryβγ-1* and *nanos-1*). Since the cells within the vitelline duct represent the mature vitellocytes (S4 cells), we reasoned that genes whose expression is highly enriched in the vitellaria and not the vitelline duct might represent factors expressed at earlier stages of vitellogenesis. To explore this idea further, we conducted fluorescence in situ hybridization (FISH) experiments with Fluorescein- and Digoxigenin-labelled riboprobes as described previously (Collins et al., 2013). Detection of transcripts was performed using peroxidase-conjugated antibodies and sequential rounds of Tyramide Signal Amplification (TSA); residual peroxidase activity between rounds of TSA was quenched with 100 mM Sodium Azide in TNT (0.1 M Tris pH 7.5, 0.15 M NaCl and 0.1% Tween-20) for 45 min (King and Newmark, 2013). Following TSA detection, animals were incubated for 1 h in 10 mM CuSO_4_ and 50 mM NH_4_CH_3_CO_2_ pH 5.0 to quench autofluorescence within the vitellaria (King and Newmark, 2013).

We performed FISH with riboprobes for *nanos-1*, *tes1*, *cryβγ-1* or *Smp_000400* with the proliferative cell marker *Histone H2B*. Since *Histone H2B* expression is restricted to proliferative cells in the schistosome soma and germ line (Collins et al., 2013), we reasoned that it would be expressed in the proliferative S1 stem cells and perhaps in their early differentiation progeny within the vitellaria. Consistent with this hypothesis, *Histone H2B* expression was limited to small cells that incorporated the thymidine analogue 5-ethynyl-2′-deoxyuridine (EdU) and did not possess the cytoplasmic granularity characteristic of more differentiated cells in the vitellarium (Fig. 3A and B). By double FISH, we found that nearly all *Histone H2B^+^* cells were also positive for *nanos-1*, indicating that *nanos-1* is a marker for the schistosome S1 cells (Fig. 3B). Given the highly conserved role of Nanos proteins in germ cell development, this observation provides molecular evidence that the vitellocyte lineage may be evolutionarily derived from the germ line. In contrast to *nanos*-1, we did not observe co-expression of *tes1*, *cryβγ-1*, or *Smp_000400* with *Histone H2B,* suggesting that these genes are not expressed in the S1 cells (Fig. 3B). Consistent with this idea, these genes were all expressed in cells possessing a highly granular cytoplasm (Fig. 3B). Similar to our WISH results, these genes all had distinct patterns of expression: *tes1* was highly expressed in the majority of cells within the vitellaria and not highly expressed in the cells within the vitelline duct; *cryβγ-1* was highly expressed in cells within the vitelline duct and a subset of cells in the vitellaria located proximal to the vitelline duct; and *Smp_000400* appeared to be broadly expressed in both the vitellaria and cells within the vitelline duct. Based on these patterns of expression we suggest a model for vitelline cell development in which *nanos-1^+^/Histone H2B^+^* S1 stem cells differentiate to *tes1*^+^/*Smp_000400*^+^ cells before becoming mature S4 vitellocytes that express high levels of both *cryβγ-1* and *Smp_000400*. Whether the *tes1*^+^/*Smp_000400*^+^ cells represent the S2–S3 cells defined in the classic literature using electron microscopy (Fig. 1A) (Erasmus, 1975) cannot be determined at this time. Future studies utilising these markers in concert with EdU pulse-chase approaches (Collins et al., 2013) will provide unambiguous support for our proposed model of vitellocyte differentiation.

Here we provide an initial characterisation of the schistosome vitellarium. In sum, we validated several novel factors expressed in this organ system and identified new cell type-specific markers for S1 cells and their differentiation progeny. Combination of the techniques outlined here with the emerging approaches to isolate distinct vitelline cell populations (Lu et al., 2015), should allow for a higher resolution description of the developmental events culminating in vitellocyte production. Furthermore, since vitellaria are a flatworm-specific evolutionary innovation, we suspect these data will provide a starting point for the molecular characterisation of this organ in other flatworms. Indeed, identification of molecules essential for vitellocyte production in more experimentally tractable flatworm models (e.g., planarians) could provide a path towards understanding the biology of this fascinating organ while simultaneously identifying therapeutic targets against schistosomes and other parasitic flatworms.

## Figures and Tables

**Fig. 1:**
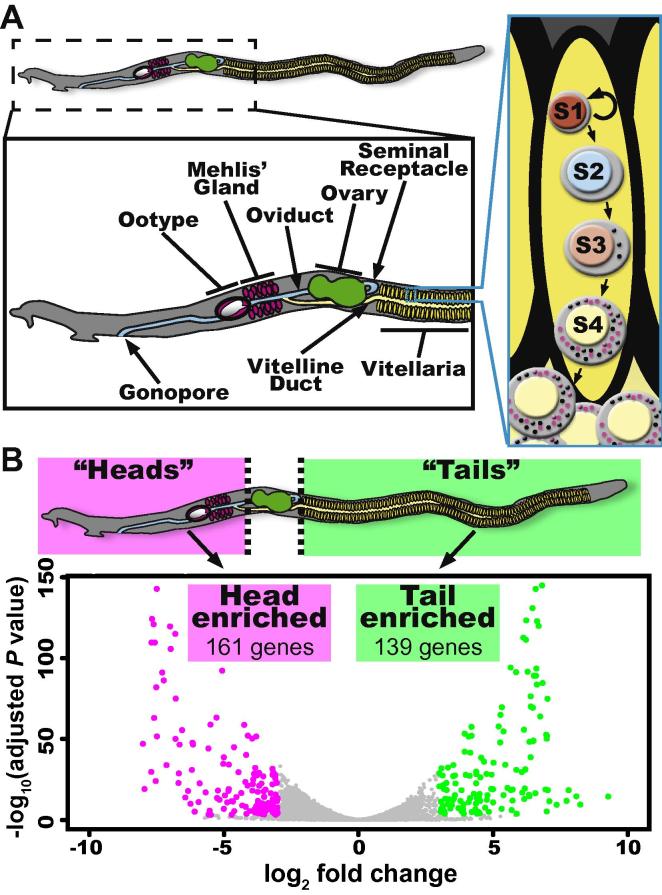
Identification of genes associated with the schistosome vitellarium. (A) Cartoon of the schistosome reproductive system and stages of vitellocyte development (inset boxed in cyan). Within the vitellaria, S1 cells proliferate and differentiate to ultimately generate S4 vitellocytes that are rich in lipid (magenta circles) and vitelline (black circles) droplets. These mature vitellocytes pass to the vitelline duct and travel anteriorly to the ootype. (B) Cartoon depicts the strategy to identify vitellaria associated transcripts. To identify genes associated with the vitellaria, RNA from amputated female heads and tails were subjected to RNAseq. The Volcano Plot depicts the 161 head-enriched (magenta dots) and 139 tail-enriched (green dots) transcripts. Genes not reaching our fold-change and significance thresholds are depicted as grey dots.

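Nerve and muscle genes were mostly higher in heads, whereas genes of DNA replication were mostly higher in tails. Of 137 neuronal genes, 73 were higher in heads, 10 were higher in tails and 54 did not pass (10 in tails and 76 in heads when adjusted over the list alone), with a median log2 fold change of −1.52 and percentile 0 among 10000 random lists of as many genes matched on mean level. Choline acetyltransferase (Smp_146910), which makes acetylcholine, had a log2 fold change of −3.45 and the Shaker potassium channel Smp_194710 one of −3.93, while the GABA transporter Smp_129900 had one of 1.92. Of 34 muscle genes, 19 were higher in heads, 2 were higher in tails and 13 did not pass (2 in tails and 19 in heads when adjusted over the list alone), with a median log2 fold change of −1.36 and percentile 0. The authors' deposited table gave the myosin heavy chain Smp_085540, a motor protein of muscle, an authors' mean of 54876 in heads and 11458 in tails. Of 101 homeodomain, forkhead, paired and T-box factors, 35 were higher in heads, 5 were higher in tails and 61 did not pass (5 in tails and 35 in heads when adjusted over the list alone), with a median log2 fold change of −1.72 and percentile 0. Since 28 of them were listed at 0 in one group, the median was also taken with these at the bound that 3 reads allow, and was −1.06 (percentile 0.09). The homeobox gene Smp_166560 had a log2 fold change of 4.46 and nk 2 (Smp_027990) was listed at 0 in tails.

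Of 14 Wnt and Frizzled genes, 7 were higher in heads, 0 were higher in tails and 7 did not pass (0 in tails and 7 in heads when adjusted over the list alone, with 0 in tails at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of −1.67 and percentile 0.88. The receptor frizzled 5 (Smp_139180) had a log2 fold change of −4.66, the Wnt gene Smp_151400 one of −3.52 and wnt5 (Smp_145140) one of −2.05. That of Smp_151400 was −4.20 without the tail library with a size factor of 0.72. Of 25 genes of the Notch pathway, 8 were higher in heads, 3 were higher in tails and 14 did not pass (3 in tails and 9 in heads when adjusted over the list alone), with a median log2 fold change of −1.62 and percentile 0.02, and a median of −0.31 (percentile 3.31) with genes listed at 0 at their bound, which lay outside the lowest 2.5% of random lists. The Notch genes Smp_050520 and Smp_140800 had log2 fold changes of −1.80 and −2.03, while notchless (Smp_000600) had one of 1.01. Without that same tail library Smp_140800 had one of −2.67. Of 45 IP3 receptor and calcium binding genes, 20 were higher in heads, 6 were higher in tails and 19 did not pass (6 in tails and 21 in heads when adjusted over the list alone), with a median log2 fold change of −0.93 and percentile 0.05. The IP3 receptors, calcium channels of the endoplasmic reticulum, were tail-enriched, with log2 fold changes of 4.77 for Smp_151860, 4.48 for Smp_151850 and 4.66 for Smp_199540. That of Smp_151850 was 5.16 without the head library with a size factor of 2.08.

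Of 22 intestinal protease genes, 7 were higher in heads, 2 were higher in tails and 13 did not pass (2 in tails and 7 in heads when adjusted over the list alone), with a median log2 fold change of −0.28 and percentile 3.59. The digestive cathepsin B gene Smp_067060 had a log2 fold change of −0.93. Of 16 tegument genes, 7 were higher in heads, 3 were higher in tails and 6 did not pass (3 in tails and 7 in heads when adjusted over the list alone), with a median log2 fold change of −0.44 and percentile 2.83. Among them, the tegumental antigen SM15 (Smp_156770) had a log2 fold change of −2.02 and the allergen-like Smp_042140 one of 0.77. Of 62 dynein, cilia and protonephridia genes, 26 were higher in heads, 2 were higher in tails and 34 did not pass (2 in tails and 27 in heads when adjusted over the list alone), with a median log2 fold change of −0.84 and percentile 3.11. Rootletin (Smp_147890), of the ciliary rootlet, had a log2 fold change of −3.69. Among genes with a mean over all libraries of at least 10, the intestinal protease, tegument and dynein lists all lay in the lowest 2.5% of random lists. With genes listed at 0 at their bound, percentiles were 3.24 for intestinal proteases, 1.23 for tegument and 0.79 for dynein, cilia and protonephridia. Of 29 sperm and axoneme genes, 15 were higher in heads, 1 was higher in tails and 13 did not pass (1 in tails and 15 in heads when adjusted over the list alone), with a median log2 fold change of −1.07 and percentile 11.1. The radial spoke genes Smp_001610 and Smp_134660 had log2 fold changes of −1.07 and −0.99.

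Of 50 genes of DNA replication and the cell cycle, 30 were higher in tails, 0 were higher in heads and 20 did not pass (31 in tails and 0 in heads when adjusted over the list alone, with 1 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 1.217 and percentile 100, and a median of 0.79 when scaled by total counts. Cyclin B3 (Smp_130970) had a log2 fold change of 4.56 and the helicase subunit MCM5 (Smp_143490) one of 2.37, and proliferating cell nuclear antigen (Smp_046500), a clamp for DNA polymerase, was higher in tails. Of 23 histone genes, 10 were higher in tails, 2 were higher in heads and 11 did not pass (10 in tails and 3 in heads when adjusted over the list alone), with a median log2 fold change of 0.60 and percentile 98.2. Their median was 0.17 when scaled by total counts, and their p from the random lists, adjusted over lists, was 0.0597. The histone H3 gene Smp_074610 had a log2 fold change of 4.79 and the histone H2B gene Smp_036220 one of 0.73. Of 29 germ line regulators, 4 were higher in tails, 3 were higher in heads and 22 did not pass (4 in tails and 3 in heads when adjusted over the list alone), with a median log2 fold change of 0.21 and percentile 79.3, and a median of −0.22 when scaled by total counts. Besides nanos-1, the Argonaute Smp_102690 had a log2 fold change of 0.87 and the vasa-like helicase Smp_154320 one of 0.63, and 1 of the 3 higher in heads was a tight junction protein, Smp_137910, taken in by its annotation.

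**Figure D3:**
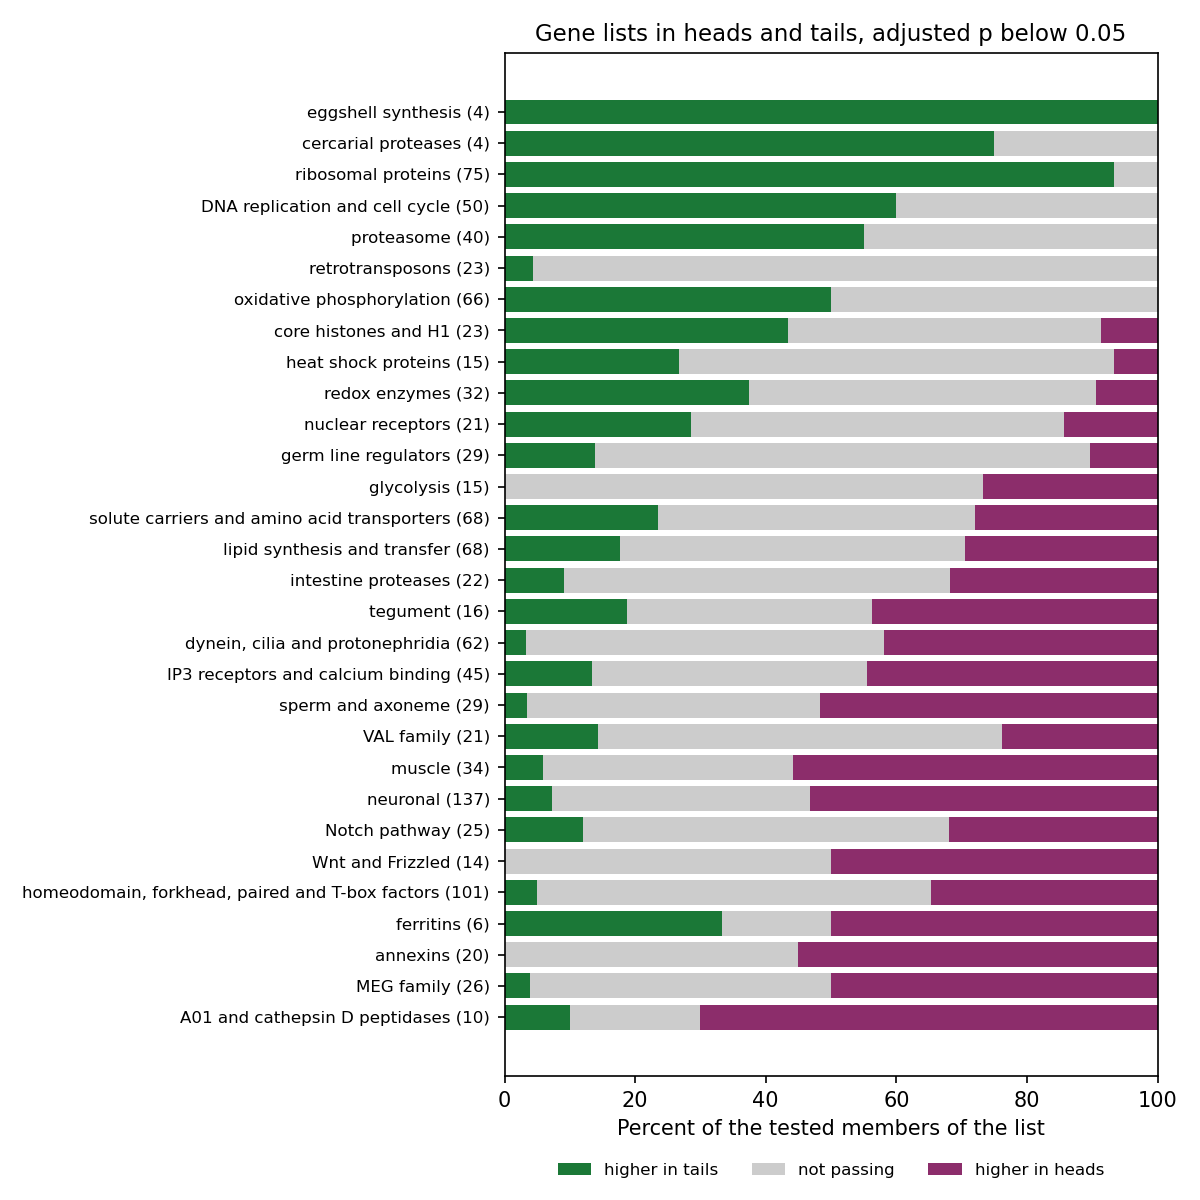
Percent of the tested members of 30 gene lists (x axis) that were higher in tails, higher in heads or did not pass at an adjusted p of the authors under 0.05, with lists on the y axis in order of their median log2 fold change and their number of members in brackets. Of the neuronal genes, 73 of 137 fall in the part higher in heads.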

**Fig. 2:**
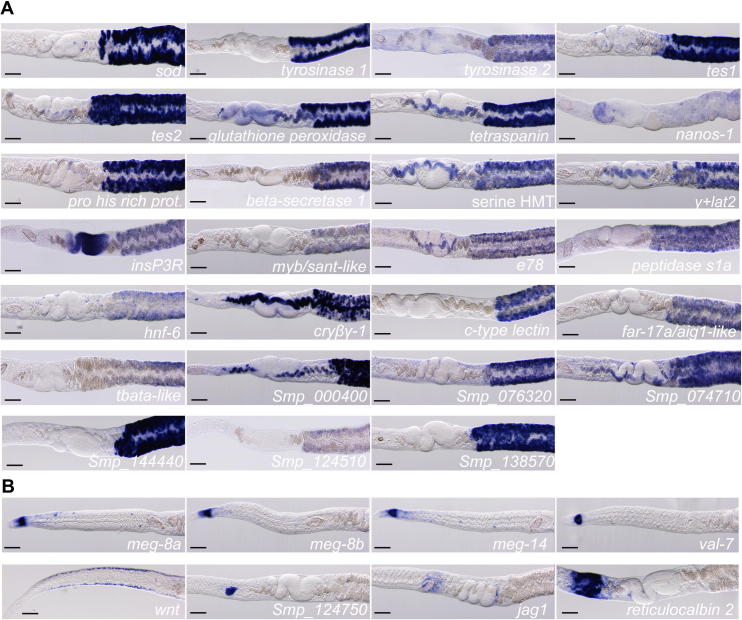
Whole mount in situ hybridization for head- and tail-enriched schistosome transcripts. Expression of (A) tail-enriched or (B) head-enriched transcripts. Gene names are listed below each image. Genes without clear homologues of known function or recognisable domains are listed with their Smp number. Details of genes examined are provided in Supplementary Table S4. Over 75% of tail-enriched transcripts examined by whole mount in situ hybridization were expressed in the vitellaria, whereas the head-enriched transcripts were detected in the oesophageal glands, the ootype, Mehlis’ Gland, and in cells within the parenchyma. Images were captured using a Zeiss AxioZoom.V16 equipped with a transmitted light base and a Zeiss AxioCam 105 Color camera. Anterior is to the left. Scale bars = 100 μm.

**Fig. 3:**
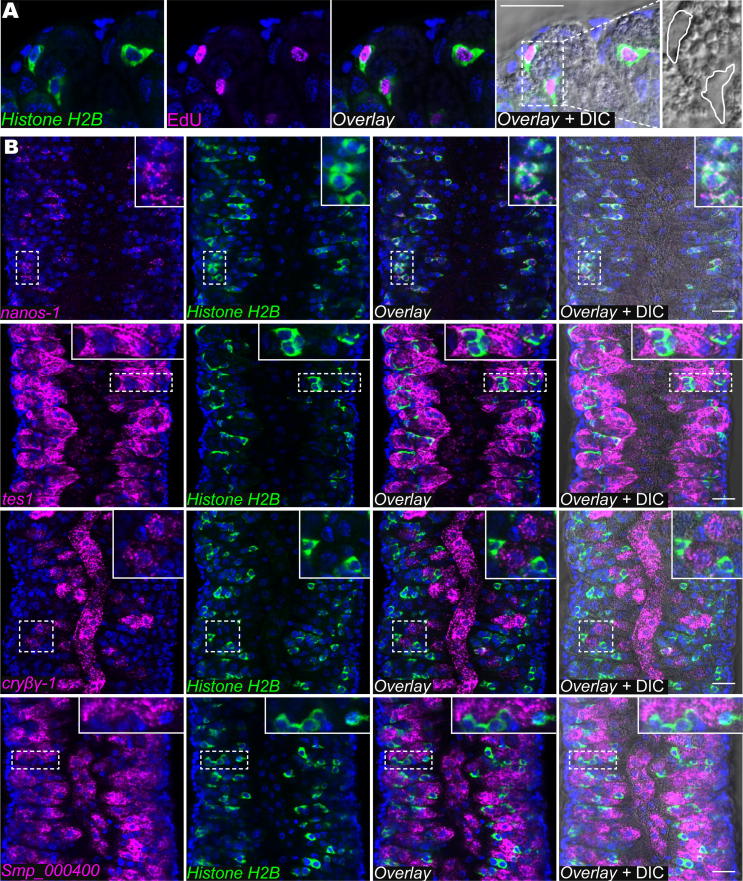
Fluorescence in situ hybridization identifies markers for unique cell populations within the schistosome vitellaria. (A) 5-ethynyl-2′-deoxyuridine labelling and FISH for *Histone H2B*. Parasites were treated for 4 h with the thymidine analogue 5-ethynyl-2′-deoxyuridine, fixed and processed for FISH as previously described (Collins et al., 2013). 5-ethynyl-2′-deoxyuridine incorporation following a 4 h pulse appeared to be exclusive for *Histone H2B^+^* cells in the vitellaria, indicating that these cells are the proliferative cells of the vitellaria and are likely to represent S1 cells. Differential Interference Contrast imaging (left) showed that these cells lack the granularity characteristic of differentiated vitelline cells, consistent with the idea that these cells are undifferentiated S1 cells. (B) Double fluorescence in situ hybridization for *Histone H2B* with *nanos-1*, *tes1*, *cryβγ-1*, or *Smp_000400*. *nanos-1* expression was restricted to *Histone H2B^+^* cells indicating that *nanos-1* is likely a marker for S1 cells. *tes1*, *cryβγ-1* and *Smp_000400* are not expressed in *Histone H2B^+^* S1 cells; rather, their expression was observed in distinct sets of more differentiated vitelline cells. *tes1* expression was highest in cells within the vitellaria and lower in the most differentiated vitelline cells within the vitelline duct. *cryβγ-1* was expressed at high levels in cells within the vitelline duct and in cells adjacent to the duct. *Smp_000400* appeared to be ubiquitously expressed in all cells of the vitelline lineage with the exception of the S1 cells. Thus, we speculate that cells expressing high levels of *tes1* and *Smp_000400* are likely to represent an intermediate step in the differentiation process of mature vitellocytes that express *cryβγ-1* and *Smp_000400*. Insets show magnified views of boxed regions. In all images, nuclei are in blue. Images were acquired using an Zeiss LSM700 laser scanning confocal microscope with either a Plan-Apochromat 63×/1.4 Oil DIC or EC Plan-Neofluar 40×/1.30 Oil DIC objective lens. Scale bars = 20 μm.

## Appendix A Supplementary data

Supplementary Table S1 Gene expression data for all schistosome genes.

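Ribosomal protein and proteasome genes were mostly higher in tails in the complete table. Of 75 ribosomal protein genes, 70 were higher in tails, 0 were higher in heads and 5 did not pass (71 in tails and 0 in heads when adjusted over the list alone, with 0 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 1.84 and percentile 100 among random lists of as many genes. The ribosomal proteins L3 (Smp_047200), L10a (Smp_042090) and S6 (Smp_053130) had log2 fold changes of 1.67, 2.29 and 2.07. Of 66 genes of oxidative phosphorylation, 33 were higher in tails, 0 were higher in heads and 33 did not pass (35 in tails and 0 in heads when adjusted over the list alone, with 0 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 0.71 and percentile 99.94. The authors' deposited table gave subunit 5 of NADH dehydrogenase (Smp_900050), of complex I of the respiratory chain, an authors' mean of 31848 in heads and 170482 in tails. Of 40 proteasome genes, 22 were higher in tails, 0 were higher in heads and 18 did not pass (23 in tails and 0 in heads when adjusted over the list alone, with 0 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 0.75 and percentile 99.86. The proteasome subunit DSS1 (Smp_071000) had a log2 fold change of 1.86. Of 15 heat shock protein genes, 4 were higher in tails, 1 was higher in heads and 10 did not pass (4 in tails and 1 in heads when adjusted over the list alone), with a median log2 fold change of 0.57 and percentile 86.9. The chaperone heat shock protein 60 (Smp_008545) had a log2 fold change of 1.48. Of 15 genes of glycolysis, 4 were higher in heads, 0 were higher in tails and 11 did not pass (0 in tails and 3 in heads when adjusted over the list alone, with 0 in tails at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of −0.05 and percentile 7.11. Aldolase (Smp_042160) and lactate dehydrogenase (Smp_038960), enzymes of glucose breakdown, had log2 fold changes of −0.74 and −1.09.

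Table S1 lists for each gene the mean over all libraries, the means of heads and tails, the fold change, its log2 and the p-values. The copy of Table S1 used here held the first 1998 of 10831 genes, and both group means of all 1998 equalled the deposited ones within 1 part in 10000. For the 2839 genes with reads recovered in both groups and at least 10 reads in all, tails were also tested against heads per library with limma on log2(normalized count + 1), a scale that understates the folds of low genes. At the same thresholds limma called 67 tail-enriched and 76 head-enriched genes. Without the head library with a size factor of 2.55, 2.35 or 2.08 it called 42, 8 and 31 tail-enriched and 8, 0 and 8 head-enriched genes. Without the tail library with 0.72, 0.35 or 0.32 it called 56, 44 and 32 tail-enriched and 141, 48 and 41 head-enriched genes. In the case of 0 head-enriched genes, 1120 genes were higher in heads and 493 in tails at an unadjusted p from limma under 0.05. Of the authors' calls among these genes, 67 of 77 tail-enriched and 57 of 92 head-enriched genes were called by limma. All 77 and 92 differed in the same direction at an adjusted p from limma under 0.05. The reads came from the same libraries and group means as the authors' calls, so this overlap is not independent evidence.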

Supplementary Table S2 Gene expression data for schistosome head-enriched transcripts (adj. *P* value < 0.001, log 2 Fold Change > −3).

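The head-enriched set held 8 micro-exon genes and 7 aspartic peptidase genes of the lists below. Of 26 micro-exon genes, 13 were higher in heads, 1 was higher in tails and 12 did not pass (1 in tails and 13 in heads when adjusted over the list alone), with a median log2 fold change of −2.78 and percentile 0, and a median of −0.92 (percentile 0.03) with genes listed at 0 at their bound. MEG-9 (Smp_125320) had a log2 fold change of −7.57, MEG-12 (Smp_152630) one of −7.23 and MEG-15 (Smp_010550) one of −6.15, while MEG-2 (Smp_159830) was tail-enriched with one of 6.57, and of 7.33 without the head library with a size factor of 2.35. Of 21 venom allergen-like genes, 5 were higher in heads, 3 were higher in tails and 13 did not pass (3 in tails and 5 in heads when adjusted over the list alone), with a median log2 fold change of −1.21 and percentile 11.9. As 9 of these were listed at 0 in one group, the median was 0.00 (percentile 41.5) with those at their bound. VAL-6 (Smp_124050) had a log2 fold change of −2.43, while Smp_124070 had one of 3.33 and Smp_154290 one of 6.16, which was 7.45 without that same head library. These families were named by the study from the same libraries, so their counts are not independent evidence of a direction.

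Of 10 aspartic peptidase genes of the A01 family, 7 were higher in heads, 1 was higher in tails and 2 did not pass (1 in tails and 7 in heads when adjusted over the list alone), with a median log2 fold change of −6.91 and percentile 0, and a median of −4.87 (percentile 0) with genes listed at 0 at their bound. Smp_132480 had a log2 fold change of −7.13, while cathepsin D (Smp_136730), a digestive peptidase of the gut, had one of 1.39. With head reads estimated from the head mean, the log2 ratio of summed reads was −7.60 (95% counting interval −10.65 to −5.75) for Smp_136830 and −6.93 (95% counting interval −9.21 to −5.38) for Smp_197470. Their log2 fold changes moved from −7.54 to −8.65 and from −6.69 to −8.56 without the tail library with a size factor of 0.32, and that of Smp_197470 was −6.10 without the one with 0.35. Of 20 annexin genes, 11 were higher in heads, 0 were higher in tails and 9 did not pass (0 in tails and 11 in heads when adjusted over the list alone, with 0 in tails at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of −2.74 and percentile 0, and a median of −1.52 (percentile 0) with genes listed at 0 at their bound. The annexins Smp_194120 and Smp_074140, of a family of calcium-dependent membrane binding proteins, had log2 fold changes of −6.65 and −1.83.

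Of the head-enriched genes, 11 were listed at 0 in tails. The A01 peptidases Smp_018800 and Smp_205390 had 69.6 ± 15.9 and 57.5 ± 15.9 normalized counts in heads (SD, n = 3). The ras and EF hand domain protein Smp_132500 had 60.7 ± 16.4, paladin (Smp_151920) had 43.7 ± 7.34 and the homeobox gene nk 2 (Smp_027990) had 37.3 ± 6.88 (SD, n = 3). All 161 genes of Table S2 were among the 161 head-enriched genes counted here. The head-enriched genes made up 2.48% of the normalized counts of heads and 0.0356% of those of tails.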

Supplementary Table S3 Gene expression data for schistosome tail-enriched transcripts (adj. *P* value < 0.001, log 2 Fold Change < 3).

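The tail-enriched genes held 10.3% of the normalized counts of tails and 0.233% of those of heads. The 10 most abundant tail-enriched genes alone made up 7.92% of tails and 0.111% of heads. The authors' deposited table gave the proline- and histidine-rich protein Smp_000420 an authors' mean of 62714 in tails, Smp_138570 one of 52642 and Smp_144440 one of 45206. All 139 genes of Table S3 were among the 139 tail-enriched genes counted here. The hypothetical protein Smp_077380 was the only tail-enriched gene listed at 0 in heads, and had 8.63 ± 2.43 normalized counts in tails (SD, n = 3).

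Of 21 nuclear receptor genes, 6 were higher in tails, 3 were higher in heads and 12 did not pass (6 in tails and 3 in heads when adjusted over the list alone), with a median log2 fold change of 0.48 and percentile 96. Besides e78, the hormone receptor 4 gene Smp_041540, a receptor known from ecdysone signalling in insects, had a log2 fold change of 4.94, Smp_212430 one of 5.69 and Smp_212440 one of 6.34. Of 32 redox enzyme genes, 12 were higher in tails, 3 were higher in heads and 17 did not pass (12 in tails and 3 in heads when adjusted over the list alone), with a median log2 fold change of 0.56 and percentile 96.8. The peroxidase Smp_172830 had a log2 fold change of 5.26 and the glutathione peroxidase Smp_058690 one of 3.14, while another superoxide dismutase, Smp_174810, had one of −3.03. Of 6 ferritin genes, 3 were higher in heads, 2 were higher in tails and 1 did not pass (2 in tails and 3 in heads when adjusted over the list alone), with a median log2 fold change of −1.87 and percentile 0.02. Ferritin 1 (Smp_087760), an iron storage protein, had a log2 fold change of 3.58, while the ferritin-2 genes Smp_047650, Smp_047660 and Smp_047680 had −2.69, −3.61 and −4.46.

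Of 68 solute carrier and amino acid transporter genes, 19 were higher in heads, 16 were higher in tails and 33 did not pass (16 in tails and 19 in heads when adjusted over the list alone), with a median log2 fold change of −0.12 and percentile 18.0. The monocarboxylate transporter Smp_130780 had a log2 fold change of 7.00 and the cationic amino acid transporter Smp_176930 one of −4.24. Of 68 genes of lipid synthesis and transfer, 20 were higher in heads, 12 were higher in tails and 36 did not pass (12 in tails and 20 in heads when adjusted over the list alone), with a median log2 fold change of −0.16 and percentile 3.71. The fatty acid elongase Smp_130370 had a log2 fold change of 4.10 and the diacylglycerol acyltransferase Smp_158520, which makes storage fat, one of 3.27, while the phospholipase Smp_031180 had one of −4.12. Of 4 cercarial protease genes, 3 were higher in tails, 0 were higher in heads and 1 did not pass (3 in tails and 0 in heads when adjusted over the list alone, with 0 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 5.41 and percentile 99.95. Their levels were low, and this list was drawn up after its genes had been seen in Table S3, so its count is not independent evidence. The log2 ratio of summed reads was 7.50 (95% counting interval 4.93 to 12.84) for Smp_119130 and 6.03 (95% counting interval 3.29 to 11.44) for Smp_185190. The only head read of either gene lay in the library with a size factor of 2.08, without which both were at 0 in heads. The elastase Smp_056680 had 45.1 ± 13.0 normalized counts in tails (SD, n = 3), and its log2 fold change of 5.00 was 5.59 without the head library with a size factor of 2.55. Of 23 retrotransposon genes, 1 was higher in tails, 0 were higher in heads and 22 did not pass (1 in tails and 0 in heads when adjusted over the list alone, with 0 in heads at an unadjusted p of the authors' DESeq test under 0.05), with a median log2 fold change of 0.74 and percentile 98.9. Among genes with a mean over all libraries of at least 10, their median was −0.018. The 1 that passed, Smp_188880, had 8, 8 and 8 reads in the tail libraries and 2, 2 and 2 in the head libraries.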

Supplementary Table S4 Details of schistosome genes examined in this study.

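For each of 54 genes, Table S4 gives the identifier, the annotation, a revised annotation, the name used in Fig. 2, the pair of primers that amplified the cDNA fragment, whether it came from the head or the tail set, and the tissue in which the riboprobe gave a signal. Probe names such as sod, tes1 or meg-14 are tied to gene identifiers there. For tail genes the signal is described as specific to or enriched in the vitellaria, in some cases with the ovary, or as ubiquitous, low, unclear or not detected. For head genes it is described by organ, such as the oesophageal gland, the ootype, Mehlis' gland or the ovary. The authors' deposited table gave the IP3 receptor Smp_151860, with signal in vitellaria and ovary, an authors' mean of 40.9 in heads and 1118 in tails, and the ubiquitous Smp_149610 an authors' mean of 607 in heads and 30767 in tails.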

How the deposited data were processed for this re-analysis (not part of the article)

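RNA was measured in heads (anterior to the ovary) and tails (posterior to it) of adult females 7 to 8 weeks p.i., with 3 head and 3 tail libraries and about 100 fragments per extraction. The authors mapped the reads with STAR 2.5.0b to the genome and annotation named WormBase ParaSite v4. The read counter is not given in the sources used here. The signal values, 1 mean for each group and 1 over all libraries, are reads per gene that the authors divided by DESeq size factors and averaged. The ratio was made by the authors as the tail mean over the head mean, with its log2 beside it. The p-value of each gene, unadjusted and adjusted, is from the authors' DESeq 1.22 test of tails against heads. Replicates are combined in the group means, and 0 columns hold values of single libraries.

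Log2 fold changes were recomputed from the group means. Because the deposited log2 column held a spreadsheet error in 380 genes at 0 in tails, these were taken as minus infinity. A Benjamini-Hochberg adjustment recomputed from the deposited p-values differed from the authors' adjusted values by at most 3.22e-07. Genes were called tail- or head-enriched at a log2 fold change of at least 3 in size and an adjusted p of the authors under 0.001. Gene names and annotations are those of the deposited table and of Table S4.

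Reads of single libraries were solved from the group means, as whole numbers that with 3 size factors give the deposited mean. The size factors were found from values that repeat among the lowest means and refined by least squares. Among shifted means that no reads should give, 41 of 2552 in heads (1.61%) and 0 of 2748 in tails had a solution. Tested on simulated data, 3311 of 3368 head genes and 6314 of 6338 tail genes had 1 solution, which was the right one for all of them. Of the 186 genes of the paper or of the rules for naming genes, 53 had reads recovered in heads, 73 in tails and 32 in both groups. Abundant genes lie beyond the range of the recovery and are given by group mean alone. Counting intervals were exact binomial intervals of reads summed over the libraries of a group, and leave out variation between libraries. Where head reads were not recovered, they were estimated there from the head mean. Intervals of median read ratios between libraries, and of the quartile ratio for carried-over tissue, were bootstraps over genes. They leave out variation between libraries too. The size factors of head libraries were 2.90 to 7.98 times those of tail libraries, so low levels are less precise in tails.

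Tails were tested against heads with limma 3.58.1 on log2(normalized count + 1) with a mean-variance trend, for genes with reads recovered in both groups and at least 10 reads over the 6 libraries. Tested on simulated data, it found in the right direction 95 of 100 genes changed 8-fold and 100 of 100 changed 16-fold at an adjusted p from limma under 0.001, and 4 of 2580 unchanged genes at one under 0.05. The simulated genes shared 1 dispersion, and the minimum fold of the real calls was not applied. The simulation therefore does not give the power of the calls made here.

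Gene lists drawn from annotation were eggshell synthesis, nuclear receptors, histones, DNA replication and cell cycle, germ line regulators, sperm and axoneme, dynein with cilia and protonephridia, micro-exon genes, venom allergen-like genes, A01 peptidases, intestinal proteases, tegument, annexins, muscle, neuronal genes, homeodomain and related factors, Wnt and Frizzled, the Notch pathway, ribosomal proteins, oxidative phosphorylation, glycolysis, redox enzymes, ferritins, lipid synthesis and transfer, solute carriers, heat shock proteins, proteasome, IP3 receptors with calcium binding, cercarial proteases and retrotransposons. Values in Tables S1 to S4 had been seen before these lists were fixed. For each list, members were counted at an adjusted p of the authors under 0.05, and the median log2 fold change was ranked among 10000 random lists of as many genes matched in 20 bins of the mean over all libraries. Tested on simulated data, random lists of 20 genes of which the moved ones had a log2 change of 2, this called 20 of 20 moved and 1 of 20 unmoved lists. Genes at 0 in one group were left out of that test. It therefore does not cover smaller changes or lists with such genes. Genes listed at 0 in one group entered these medians and percentiles as infinite, and both were also taken with such genes, in the lists and the random lists, at the bound that 3 reads over that group allow.

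Shares of hypothetical proteins were compared by Fisher's exact test, and cloned tail genes described as specific to or enriched in the vitellaria with the other cloned tail genes by 100000 permutations of the median difference. The comparisons, their tests and the alternatives on thresholds, pseudocount, level filter and scaling were chosen before the data were examined, apart from the values in Tables S1 to S4, with the recovery of reads as a fallback for a table of group means alone. Limma on recovered reads, the omission of single libraries, the alternatives for single genes, the bounds in gene lists and the counting intervals were added after the table had been seen. Tests of counts per library on all genes and a replicate block were left out because the table holds group means. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9 and R 4.3.3 were used.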

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

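The tests of the germ line genes, of cross-talk, of carried-over tissue and of depth below were chosen only after the result was seen.

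Some germ line transcripts differed strongly between the 3 head libraries. Boule (Smp_144860), an RNA-binding protein of germ cells, had 2.35, 93.7 and 84.9 normalized counts in the head libraries with size factors of 2.55, 2.35 and 2.08, and synaptonemal complex protein 2 (Smp_154830), a protein of meiotic chromosomes, had 6.27, 134 and 155. The lineage marker nanos-1 (Smp_055740) had 5.10 in the library with 2.55 and 54.9 in that with 2.35, and the log2 ratio of the lower of both other libraries to the first was 3.01. The 3 other germ line regulators of that level differed less, with 64.7, 74.5 and 65.3 for bruno (Smp_041350), 30.6, 51.5 and 37.0 for SPO11 (Smp_131670) and 54.1, 74.5 and 61.4 for the DEAD box helicase Smp_190120. Genes with a head mean of 10 to 200, 2299 in all, were then compared with 1 added to each normalized count. Of these, 33 were over 4 times higher in both other head libraries than in the one with a size factor of 2.55. By the same count of recovered reads 0 were over 4 times lower, and no test of this was made. Of the 33 genes, 14 were tail-enriched and 19 were in neither set. Of the 19, Smp_158480, Smp_166150, Smp_034680 and Smp_031020 had higher means in tails than in heads. Each of the others was higher in both other head libraries than in any tail library. Smp_172980, for example, had 5.10, 91.5 and 198 normalized counts in the head libraries and a mean of 1.87 in tails. The levels of these others argue against reads or tissue of tails as their source.

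The log2 ratio of the lower of both other head libraries to the one with a size factor of 2.55 was again taken with 1 added to each count. Its median over the 6 germ line regulators of that level was 1.64, at percentile 100 among random lists of the same head level. That median lay between 0.27 for SPO11 and 3.01 for nanos-1, itself tail-enriched, and no gene was near it. A difference in depth acts alike on genes of one level, and the highest median of the 10000 random lists was 1.23. As the genes that prompted the test carry the median of the list, the test does not decide on depth. Ovary tissue in some head fragments may be a source, as a hypothesis noticed and tested on the same data. The list holds few genes of this level, and only 3 of 6, with nanos-1 among them, lay above 1.

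Tail-enriched transcripts in heads showed the same inequality between libraries. Their median log2 ratio, head library with a size factor of 2.08 to that with 2.55, was 1.36 over 60 genes with a head mean of at least 10, with 1 added to each normalized count. Their reads had a median ratio of 2.17 (95% interval 1.44 to 3.27, a bootstrap over genes) between these libraries. Depth alone would give the ratio of size factors, 0.817, so the median argues against a difference in depth. The bootstrap intervals of this paragraph treat genes as independent and leave out variation between libraries. For the tail-enriched genes, reads of tail libraries assigned to head libraries, and tissue of the composition of tails carried into head fragments, cannot be told apart here. In 50 tail-enriched genes with recovered head reads and a tail mean of at least 500, whatever their head mean, head reads were set against estimated tail reads. They were 1.27%, 5.15% and 5.35% at the median in the head libraries with 2.55, 2.35 and 2.08. Over all tail-enriched genes with recovered reads, the ratio of reads between these head libraries had a median of 1.97 (95% interval 1.33 to 2.79, 106 genes), and equal cross-talk would give 1. For the 50 genes, cross-talk could give at the median 8.77% of the reads in the library with 2.08, bounded by the lowest gene, Smp_204860. Bounded by the fifth lowest gene it was 40.1% and by the tenth 67.0%, so the bound rests on genes near the floor. For carried-over tissue, the extra head level had a median of 2.88% of the tail mean, and its upper quartile was 2.07 times the lower (95% interval 1.59 to 2.88), which spans the bound of 2. The criteria of these tests were changed after outcomes had been seen, so the cross-talk and tissue tests decide nothing. A difference in where the worms were divided stays open, as untested.

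Reads of the strongest head-enriched genes were found in all 3 tail libraries. The 32 genes with a log2 fold change of −6 or lower had 829, 651 and 643 reads in the tail libraries with size factors of 0.72, 0.35 and 0.32. The median ratio of reads was 0.823 (95% interval 0.614 to 0.946) for 0.32 to 0.72, against a ratio of size factors of 0.444, and 0.705 (95% interval 0.538 to 0.941) for 0.35 to 0.72, against 0.49. In the same order, the median ratios were 0.376 and 0.333 in 116 head-enriched genes with a log2 fold change above −6. They were 0.407 and 0.436 in 5276 genes with a tail mean of 10 to 1000 that were not head-enriched. Reads independent of depth would give 1 and RNA present at one level the ratio of size factors. Both intervals of the 32 genes lie between these. They too were bootstraps over genes and leave out variation between libraries, so they do not exclude either source alone. What cross-talk and RNA in the tails each add cannot be told apart. The tail reads of these genes were 0.146% of their estimated head reads at the median (quartiles 0.101 and 0.205).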

How the results depend on the processing

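The limma alternatives, the omission of single libraries, the bounds in gene lists and the alternatives for single named genes were chosen only after the result was seen. Of the alternatives to the main comparisons chosen earlier, 132 left the result in place, 7 moved it, 8 brought it past its threshold and 2 reversed it. Some of the 132 could hardly change, so that number overstates how firm the results are. The recomputed adjustment differed from the authors' by at most 3.22e-07. The scalings kept the authors' adjusted p, and the counts under 0.05 stayed at 1733 and 2268. For single genes, 986 values stayed in place and 73 moved, and 3 omissions of a library gave no value because the gene was then at 0 in one group.

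The number of head-enriched genes depended most on the settings. It was 612 at a log2 fold change of 2, 81 at 4, 74 with 10 added to the means, 70 among genes with a mean of at least 100 and 284 when scaled by total counts. The scaling and the added 10 changed the folds alone and kept the authors' adjusted p. Tail-enriched genes numbered 264 at a log2 fold change of 2, with 15.6% of tail counts. At the other settings they numbered 99 to 147.

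Among genes with a mean of at least 10, the odds ratio of hypothetical proteins was 1.72 in tails and 1.56 in heads. At that level, median log2 fold changes were −0.88 for dynein and cilia (percentile 1.81), −0.30 for intestine proteases (in the lowest 2.5% of random lists), −0.66 for tegument (0.61) and −0.24 for lipid synthesis (0.675). When scaled by total counts, the median of germ line regulators reversed from 0.21 to −0.22. That of retrotransposons reversed to −0.018 (percentile 83.4) among genes with a mean of at least 10. With genes at 0 in one group at their bound, medians were −0.31 (percentile 3.31) for the Notch pathway, which no longer passed, and −0.81 (percentile 0.79) for dynein and cilia and −0.44 (percentile 1.23) for tegument, which then did. With only the genes specific to the vitellaria kept, these differed from other cloned tail genes by 1.67 in log2 fold change (permutation p = 0.0355) and 0.84 in log10 mean level (permutation p = 0.042). With only the genes that pass the tail-enriched thresholds kept, the differences were 0.98 (permutation p = 0.151) and 0.76 (permutation p = 0.083).

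With limma on recovered reads, tail-enriched genes numbered 8 to 56 and head-enriched genes 0 to 141 with 1 library left out. Both lowest values were without the head library with a size factor of 2.35, where limma gave 493 genes higher in tails and 1120 in heads at an unadjusted p under 0.05, and the highest were without the tail library with 0.72. Head-enriched genes numbered 8 without either head library with 2.55 or 2.08, 48 without the tail library with 0.35 and 41 without that with 0.32. Tail-enriched genes numbered 42, 31, 44 and 32 in these 4 cases. With a pseudocount of 10, limma gave 47 tail- and 14 head-enriched genes, and without the trend 57 and 60. The cause was not tested.

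No paired analysis was possible because the columns carry no replicate numbers. Other normalizations and filters of counts per library were not run, as the table holds group means.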

Differences from the paper's values

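The pseudocounts, scalings and omitted libraries for single cloned genes were chosen only after the result was seen. With the deposited means and adjusted p as they are, all counts that the paper states lay within 1.5 times of the paper's at its thresholds. With other settings at those thresholds, some counts of head-enriched genes did not, against 161 in the paper. They were 284 with total-count scaling, 74 with 10 added to the means and 70 among genes with a mean of at least 100.

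The paper presents all 54 cloned genes as tail- or head-enriched. Of these, 4 did not pass the thresholds in the deposited table. Smp_166110 (log2 fold change 2.49) and Smp_102510 (2.26) were under the minimum fold and passed at a log2 fold change of 2. Smp_058700 had an adjusted p of 0.221 in the authors' test and an unadjusted p of 0.122. Protocadherin 11 (Smp_159920) had an adjusted p of 0.0242 in the authors' test and an unadjusted p of 0.00858. Neither passed an adjusted p under 0.01 or an unadjusted p under 0.001. For Smp_058700, the gene with the neighbouring identifier, Smp_058690, was tail-enriched, but whether the cloned fragment belongs to it was not tested.

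The titles of Tables S2 and S3 give inequality signs opposite to the values those tables hold. The text names P and the titles adjusted P, and the counts here used the adjusted p.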

Other observations

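The count of CP391S genes, the bounds in gene lists and the omission of genes not placed on a chromosome were chosen only after the result was seen. The main test of neighbouring genes and those of cloned genes by signal and of other splits of the libraries were not.

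Several tail-enriched genes lay next to each other in the reference gene order. The gene of nanos-1 lay beside the IP3 receptor Smp_151860, itself beside Smp_151850, and the nuclear receptors Smp_212430 and Smp_212440 were neighbours, as were the eggshell domain genes Smp_077890 and Smp_077900. Over 8845 tested genes in order, the 132 tail-enriched ones formed 13 adjacent pairs, against a mean of 1.96 and a highest value of 10 in 10000 random draws (permutation p = 0.0001, the smallest they can give). The gene order is that of a reference list not matched to the release of the annotation the authors used, and 3 of the pairs were of genes not placed on a chromosome. Without such genes, 100 tail-enriched ones formed 10 pairs, against a mean of 1.38 and a highest value of 7 (permutation p = 0.0001). Head-enriched genes formed 15 pairs, against a mean of 2.78 (permutation p = 0.0001, also the smallest they can give). Shared regulation of neighbours may be a cause, and so may gene models split in the annotation or reads running through from one gene to the next, which were not tested.

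Cloned tail genes described as specific to or enriched in the vitellaria had larger folds and higher levels at the median than the other cloned tail genes, ubiquitous ones among them, but the overlap was wide. The 32 genes so described had a median log2 fold change of 5.86 and the 10 others of 4.45, a difference of 1.41 (permutation p = 0.0794). Their median tail means were 3089 and 647, and log10 mean level differed by 0.66 (permutation p = 0.0795). Neither passed 0.05. The ubiquitous Smp_149610 was among the most abundant, and Smp_058700, described as specific to the vitellaria, among the lowest.

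Of 23 genes annotated as egg protein CP391S, 4 were higher in tails, 1 was higher in heads and 18 did not pass at an adjusted p of the authors under 0.05. Smp_202840 was the only tail-enriched one.

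Of the 30 gene lists, 8 lay in the highest 2.5% of random lists and 10 in the lowest 2.5% (8 and 11 with genes at 0 in one group at their bound), and 17 had a p adjusted over lists under 0.05. The 17 include the eggshell, micro-exon and cercarial protease lists, whose genes were known from the same libraries and are not independent evidence. They also include the Notch pathway and retrotransposons, which depended on genes at 0 or of low level. Random lists of genes leave out correlation between genes and variation between libraries.

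The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. By limma on recovered reads the real split gave 143 tail- and head-enriched genes, and the highest of the others gave 0, with the real split the 1 split that gave as many.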
